A study of Homo sapiens with 12 samples.

How the data were processed

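Gene expression was measured by RNA sequencing in 12 samples of IMR32, a human neuroblastoma cell line that carries extra copies of the transcription factor gene MYCN. Per the labels' protocols, small interfering RNAs were delivered by Nucleofector electroporation, the cells were cultured for 72 h, and total RNA was extracted with a column kit and made into Illumina libraries. The 4 groups of 3 samples received a control siRNA (siCtrl), an siRNA against MYCN (siMYCN), an siRNA against HAND2 (siHAND2), or both together (the combined knockdown). Each sample was placed in its group by its title, and the titles also gave the replicate number.

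The authors deposited a table of CPM (read counts scaled to the reads of the library) with 1 column per sample and 27514 genes. Per the file headers, the reads had been aligned to the genome with STAR. The version of the aligner, the counting tool, its use of strand, the annotation and any filter are not stated. Gene positions in the table are in the hg19 (GRCh37) build. Of the 23648 listed symbols also found in the GENCODE release 44 annotation of GRCh37, 99.0% lay at an overlapping place on the same strand. A constant of 0.0001 had been added to every deposited CPM value, and 6389 genes stood at that constant in all samples. The deposited CPM columns fall short of the full CPM total when summed over the listed genes, so their denominator includes reads outside these genes.

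Depth was estimated from the smallest step between low CPM values, taken as the worth of 1 read. It came to between 31.6 and 64.2 M reads per sample, of which 18.2 to 37.5 M lay in the listed genes. At these depths 3 reads correspond to 0.0468 to 0.0949 CPM, which covers counting error only. Divided by these steps, 90.3 to 91.8% of values below 20 reads and 82.6 to 84.3% of values from 20 to 200 reads came out whole. These shares were under 95%, so the values were not treated as read counts, and the tests planned for counts were not run.

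Values were analysed as log2(CPM + 1), for the 12680 genes with a mean CPM of at least 1 over the 12 samples. A linear model with the 4 groups was fitted to all samples with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) in R 4.3.3, with 8 residual degrees of freedom. Fold changes are on the log2(CPM + 1) scale, which understates the change of genes with low values. The 7 contrasts were each knockdown against siCtrl, the combined knockdown against each single knockdown, siMYCN against siHAND2, and the interaction (combined minus siMYCN minus siHAND2 plus siCtrl). All tests were two-sided. Genes with a Benjamini-Hochberg adjusted p under 0.05 over the genes tested are termed called. Single values were compared by an exact permutation test, whose smallest possible p for 3 against 3 samples is 0.1. Samples of a group were compared by a per-gene chi-square on estimated reads, which averaged 3.35 to 37.7 per gene, and no pair was counted as a single library.

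A set of 6 gene lists was written before the data were examined (adrenergic transcription factors, mesenchymal transcription factors, neuronal differentiation genes, MYC targets, cell cycle genes and interferon response genes). They were tested in the 3 knockdown contrasts against siCtrl with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 18 tests. A score per sample was the median change of a list from the siCtrl mean minus that of all genes.

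Genes are named by a rule fixed at the same time. It takes both targeted genes, genes of the lists, and per knockdown the 4 largest rises and 4 largest falls among called genes with a mean CPM of at least 5 whose 3 samples all lay on 1 side of the siCtrl samples. It also takes the 3 largest positive and 3 largest negative interaction coefficients at that mean CPM. Any other gene is said to have been chosen after its values were seen, and some genes that the rule covers are not reported here.

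The groups share the replicate numbers 1, 2 and 3 of the titles, so each model was also fitted with the replicate number as a block. Other settings chosen before the data were examined were a pseudocount of 0.1, no filter, a mean CPM of at least 5, a fit with only the compared groups, no trend, an adjusted p under 0.01, an absolute log2 fold change of at least 1, an estimated inter-gene correlation, each replicate left out in turn, and rescaling. In the rescaling each sample was divided by its median ratio to the geometric mean over genes with a mean CPM of at least 5. Settings added after seeing the data were rescaling to the sum over the listed genes, limma's voom on estimated reads, a correction of each sample for transcript length and GC content (values for 94.0% of tested genes), and combinations of these with the block, the estimated correlation or the left-out replicates.

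Several named genes overlap another listed gene. On the other strand these are VCAN, SDK2, KCNQ5, ISL1, PHOX2A, DDIT3, KCNQ1OT1 and MALAT1, and on the same strand MEG3, KCNQ5, VEGFD, SNORA77B, DDIT3 and MALAT1. RGS4 and TBX2 lie within the long listed spans of genes with several copies. Since the use of strand is not stated, the values of these genes are uncertain to that extent.

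The code was tested on simulated data, in which 93.9% of 197 changed genes were called. Of 202 calls in all, 185 fell on these genes, 7 on a simulated gene list with a smaller change and 10, or 4.95%, on unchanged genes. A contrast without simulated change gave 0 calls among 12543 genes (615 at an unadjusted p under 0.05), and the simulated scaling factor was recovered as 0.700. The simulated counts had the same dispersion for every gene and group. They had no replicate effect, no shift of the listed share between groups and no wider spread in the combined knockdown. They therefore check the code and do not give the error rate in the real data. Tables were read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.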

Results

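The transcriptome of IMR32 neuroblastoma cells was profiled 72 h after transfection with a control siRNA, an siRNA against MYCN, an siRNA against HAND2, or both, in 3 samples per group. MYCN and HAND2 encode transcription factors, and the design asks which genes each of them regulates and how the changes combine when both are reduced. The deposited values are CPM, and the depth estimated from their steps ranged from 36.3 to 57.4 M reads in the siCtrl samples and from 37.9 to 42.5 M in the siMYCN samples. It ranged from 31.6 to 42.0 M in the siHAND2 samples and from 38.6 to 64.2 M in the combined knockdown samples. The first principal component of the log2 values held 65.7% of the variance and ordered the groups from siCtrl through siMYCN and siHAND2 to the combined knockdown, and the second held 17.4%.

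The share of all reads that lay in the listed genes differed between the groups. It was 65.1% ± 0.74 (SD, n = 3) in siCtrl, 62.4% ± 0.98 in siMYCN, 59.4% ± 2.39 in siHAND2 and 51.4% ± 7.04 in the combined knockdown. Every knockdown sample lay below every siCtrl sample, with an exact permutation p of 0.1 for each group, the smallest p that 3 against 3 samples allow. The order of the groups was also the same within each replicate number. In the combined knockdown the share fell from 58.4% in replicate 1 to 51.4% in replicate 2 and 44.3% in replicate 3. Because CPM is scaled to all reads, this share shifts the values of all listed genes. The first principal component rose over these 3 replicates, at 33.9, 45.3 and 55.9. Its order of the groups may therefore carry part of this shift. The median log2 fold change of the 12680 tested genes was 0.006 in siMYCN, −0.14 in siHAND2 and −0.28 in the combined knockdown against siCtrl. After rescaling by the median ratio these medians were 0.014, 0.013 and 0.047. Counts of higher and lower genes are therefore given on both scales.

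**Figure D1:**
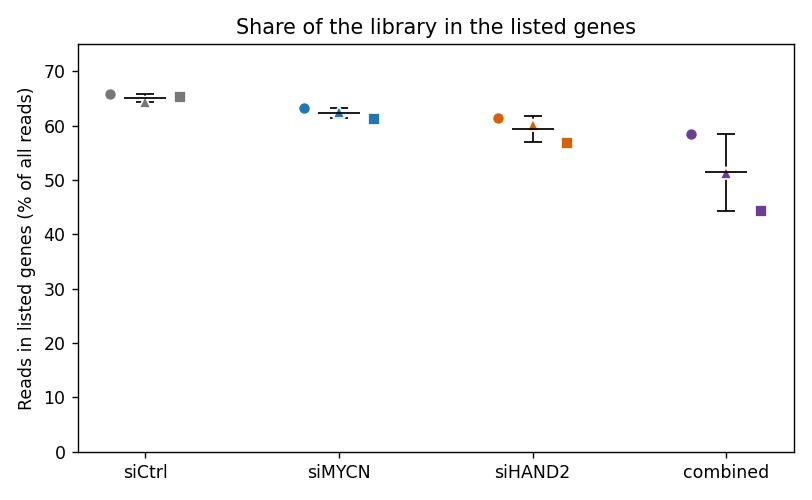
Share of all reads in the listed genes (y axis, percent) for the 4 groups (x axis). Circles, triangles and squares are replicates 1, 2 and 3, and bars give the mean and SD. The siCtrl samples lie between 64.3% and 65.8%, and the combined knockdown samples between 44.3% and 58.4%.

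The targeted transcripts were examined first. MYCN lies on chromosome 2 at 16080560 to 16087130 (hg19, plus strand) and had 1009 ± 42.6 CPM (SD, n = 3) in siCtrl. Its level was 682 ± 22.8 CPM in siMYCN, which is 67.5% of the siCtrl mean, and 482 ± 64.3 CPM in the combined knockdown, which is 47.7%. The log2 fold changes were −0.57 (SE 0.12, limma adjusted p 5.3e-04) and −1.07 (SE 0.12, limma adjusted p 1.3e-08). After rescaling MYCN stood at 68.0% of siCtrl in siMYCN and 61.0% in the combined knockdown (−0.56 and −0.71), so much of the difference between these groups depends on the scale. In siHAND2 MYCN stood at 849 ± 48.7 CPM, a change of −0.25 that was not called (limma adjusted p 0.086) and that shrank to −0.09 after rescaling. It was called when only the siHAND2 and siCtrl groups were fitted (adjusted p 0.013). HAND2 lies on chromosome 4 at 174447652 to 174451379 (minus strand) and fell from 239 ± 15.3 CPM in siCtrl to 62.3 ± 7.06 in siHAND2 and 73.5 ± 11.1 in the combined knockdown. These levels are 26.0% and 30.7% of the siCtrl mean, with log2 fold changes of −1.93 (limma adjusted p 3.4e-12) and −1.70 (limma adjusted p 5.8e-12), and 29.1% and 39.2% after rescaling. In siMYCN, HAND2 rose to 326 ± 7.50 CPM, a log2 fold change of 0.44 (SE 0.12, limma adjusted p 0.0062). With the replicate number as a block, the adjusted p of the MYCN change in siMYCN was 9.9e-05 and that of the HAND2 rise was 0.0018. In each of these comparisons all 3 knockdown samples lay on the same side of all 3 siCtrl samples (exact permutation p 0.1). Both genes overlap an antisense transcript, MYCNOS and HAND2-AS1, and the use of strand in counting is not stated, so their values carry that uncertainty.

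**Figure D2:**
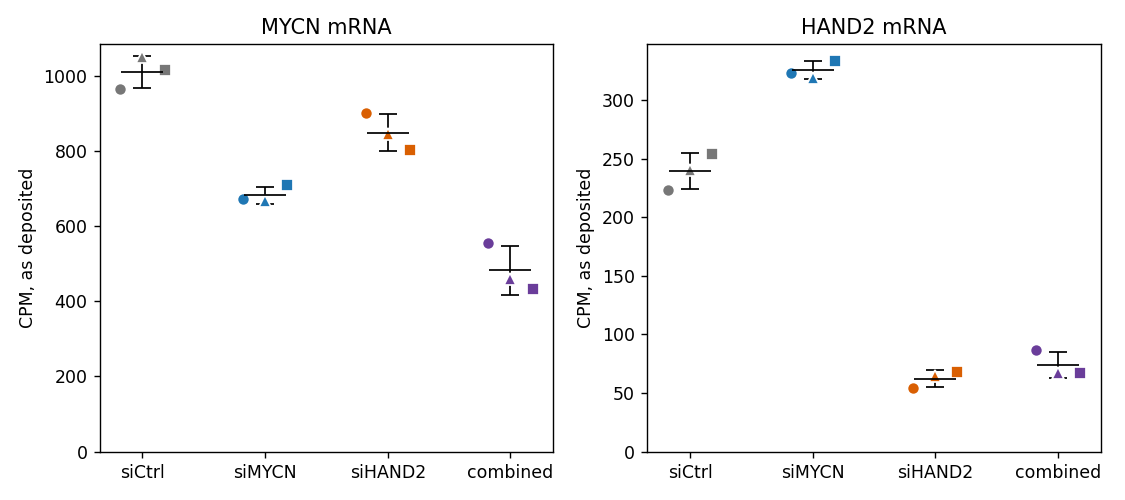
MYCN (left) and HAND2 (right) mRNA in CPM as deposited (y axes, from 0) for the 4 groups, with circles, triangles and squares for replicates 1, 2 and 3 and bars for the mean and SD. MYCN averaged 1009 CPM in siCtrl and 682 CPM in siMYCN, and HAND2 averaged 239 CPM in siCtrl and 62.3 CPM in siHAND2.

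To ask which genes depend on MYCN, siMYCN was compared with siCtrl. Of 12680 genes tested, 4273 were called, 2202 higher and 2071 lower. With the replicate number as a block 4926 were called, and deviations of same-numbered siCtrl and siMYCN samples from their group means correlated at 0.30. The setting that moved the count of called genes most was a minimum log2 change of 1, which left 290 genes, 218 higher and 72 lower (211 and 67 after rescaling). After rescaling, 6065 genes were called, 3222 higher and 2843 lower, among them 4162 of the 4273. The largest rise was that of STMN2 (chromosome 8, 80523049 to 80578411), from 4.00 ± 1.18 to 81.1 ± 2.58 CPM, a log2 fold change of 4.07 (SE 0.15, limma adjusted p 6.9e-16). STMN4, RGS4 and NRP1 followed with log2 fold changes of 2.72, 2.56 and 2.22. The largest fall was that of SLC38A5 (chromosome X, 48316920 to 48328645), from 42.3 ± 1.68 to 9.28 ± 0.59 CPM, a log2 fold change of −2.07 (SE 0.12, limma adjusted p 2.2e-12). SLC7A2, VCAN and FBN2 changed by −1.56, −1.50 and −1.42. The 8 genes were called under every setting run for them.

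For HAND2, siHAND2 was compared with siCtrl. A total of 5411 genes were called, 1556 higher and 3855 lower, and with the replicate block 6140 were called (same-number correlation 0.22). After rescaling the split was 3301 higher and 3146 lower. A minimum log2 change of 1 left 257 higher and 250 lower genes, and 349 and 137 after rescaling. GAP43 (chromosome 3, 115342151 to 115440335) rose from 7.25 ± 0.27 to 63.6 ± 6.27 CPM, a log2 fold change of 2.97 (SE 0.13, limma adjusted p 5.2e-15). SDK2, MEG3 and STMN4 rose by 2.86, 2.85 and 2.69. VEGFD (chromosome X, 15363713 to 15402536) fell from 62.3 ± 4.91 to 0.573 ± 0.468 CPM, a log2 fold change of −5.38 (SE 0.16, limma adjusted p 1.4e-18). It overlaps a listed readthrough transcript on the same strand, PIR-FIGF, so its level is uncertain, and with a pseudocount of 0.1 its change was −7.51. OPRK1, AHNAK and KCNQ5 changed by −2.78, −2.68 and −2.53.

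The combined knockdown differed from siCtrl in 8551 genes, 2200 higher and 6351 lower. The replicate block gave 8951 genes (same-number correlation 0.13). The split was 4792 higher and 4178 lower after rescaling, and 528 higher and 1582 lower at a minimum log2 change of 1, where rescaling gave 957 higher and 777 lower. STMN2 reached 159 ± 35.3 CPM, a log2 fold change of 5.01 (SE 0.15, limma adjusted p 1.3e-18). GAP43, STMN4 and RPRM rose by 4.42, 4.01 and 3.94. VEGFD changed by −5.19, SULF2 by −3.49, KCNQ5 by −3.28 and OPRK1 by −3.06. SULF2 (chromosome 20, 46286150 to 46415361) fell from 84.0 ± 7.69 to 7.01 ± 3.13 CPM (SE of the log2 change 0.19, limma adjusted p 4.9e-14).

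Against siMYCN, the combined knockdown had 7471 called genes, 1131 higher and 6340 lower (8069 with the replicate block, same-number correlation 0.07). Rescaling gave 3820 higher and 3369 lower. Against siHAND2 it had 5104, 1109 higher and 3995 lower (5839 with the replicate block, same-number correlation 0.03), and 3312 higher and 2993 lower after rescaling. Between the single knockdowns 4443 genes differed, 3304 of them higher in siMYCN and 1139 higher in siHAND2 (5163 with the replicate block, same-number correlation 0.26), and the rescaled split was 2830 and 2821. The median ratio centres the changes, and scaling to the sum over the listed genes gave other splits: 3913 higher and 2367 lower for siMYCN against siCtrl, 3109 and 3494 for siHAND2, 5035 and 4318 for the combined knockdown, 3382 and 4031 for combined against siMYCN, 3610 and 2843 for combined against siHAND2, and 3863 and 2092 for siMYCN against siHAND2. The balance of rises and falls is therefore not determined by these data. AHNAK (chromosome 11, 62201014 to 62314333) differed between them, at 112 ± 28.0 CPM in siCtrl, 375 ± 63.6 in siMYCN and 16.5 ± 3.60 in siHAND2.

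**Figure D3:**
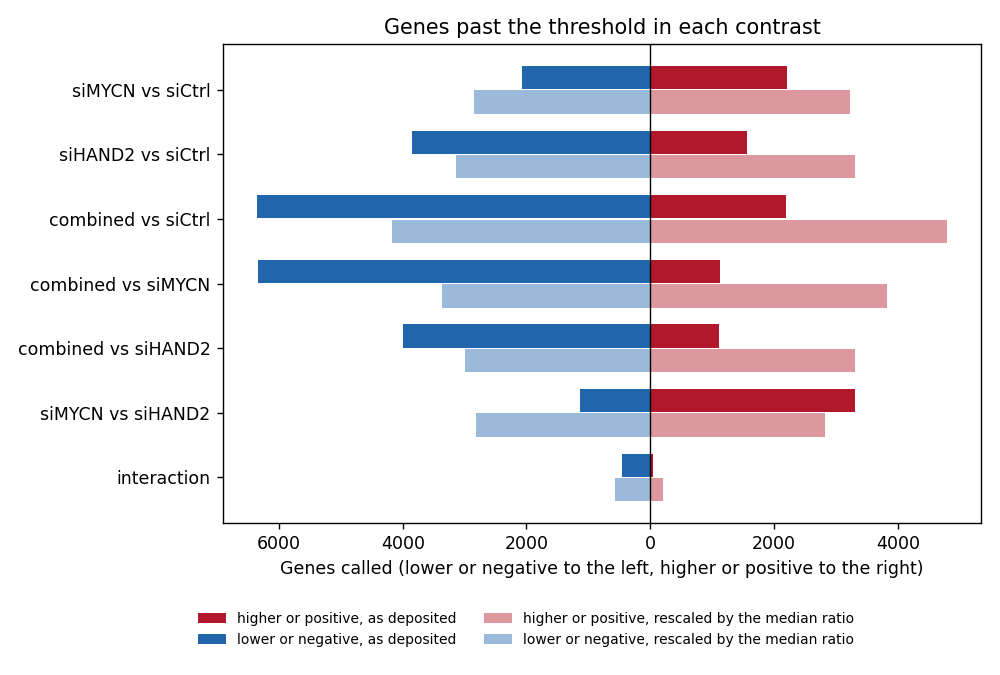
Genes called in each contrast (x axis, number of genes), with lower or negative to the left of 0 and higher or positive to the right. Dark bars are CPM as deposited and pale bars are values rescaled by the median ratio. For the combined knockdown against siCtrl, 6351 lower and 2200 higher genes became 4178 lower and 4792 higher after rescaling.

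To find genes that respond to both factors, the calls of the single knockdowns were intersected. A total of 2559 genes were called in both, and 2277 of them, or 89.0%, changed in the same direction (919 higher in both and 1358 lower in both). The replicate block gave 3119 shared genes with 2752 in the same direction. Rescaling gave 3949 genes, with 1886 higher in both and 1607 lower in both. Because both contrasts use the same siCtrl samples, the overlap itself was not tested. Across the 12680 genes the log2 changes of the single knockdowns correlated at r = 0.51, and at r = 0.46 when each was taken against a different siCtrl sample. Genes are not independent replicates, so no p is given.

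The combined change was then set against the sum of the single changes. Across the 7125 genes called in either single knockdown, the slope of the combined log2 change on that sum was 0.904 (SD 0.047 over the 3 replicate numbers taken alone) with an intercept of −0.20 and r = 0.949. The slope was 0.903 with the replicate block and 0.919 after rescaling, where the intercept was −0.03. Both changes use the same siCtrl samples, and the genes were selected on the single changes, so slope and r are descriptions only. With different siCtrl samples for the single and combined changes, the slope was 0.887 and r was 0.930. Per gene, the interaction was called for 508 genes, 463 negative and 45 positive. The replicate block raised this to 1282 genes (mean same-number correlation over all groups 0.17), and rescaling gave 566 negative and 214 positive, 780 in all. Leaving out each sample in turn gave from 261 to 4445 genes, the latter without replicate 1 of the combined knockdown, so the number of interaction genes was not well determined. Of the 508 genes, 130 had negative interactions where both single changes were falls, 159 had negative interactions where both were rises, 22 and 15 had positive interactions with falls and rises, and 182 had single changes of opposite sign. After rescaling the same classes held 173, 213, 98, 53 and 243 of the 780 genes. RGS4 (chromosome 1, 163038396 to 163046593) had the most negative coefficient. It had 1.51 ± 0.30 CPM in siCtrl, 13.8 ± 0.89 in siMYCN, 6.78 ± 0.26 in siHAND2 and 8.46 ± 2.07 in the combined knockdown, an interaction of −2.31 (SE 0.19, limma adjusted p 5.5e-08). MAOA and CALB1 had interactions of −1.78 and −1.73. DDIT3 (chromosome 12, 57910371 to 57914301, overlapping MARS on the other strand and MIR616 on the same strand) had 2.84 ± 0.28 CPM in siCtrl, 4.45 ± 0.29 in siMYCN, 4.64 ± 0.30 in siHAND2 and 15.5 ± 1.62 in the combined knockdown. Its interaction was 1.04 (SE 0.16, limma adjusted p 3.0e-04). VEGFD had an interaction of 1.21, with levels in siHAND2 and in the combined knockdown (0.732 ± 0.094 CPM) under the pseudocount of 1, and its adjusted p was 0.069 with a pseudocount of 0.1. SNORA77B had an interaction of 1.14 (limma adjusted p 0.036) that was no longer called after rescaling (0.10). It was called with the replicate block (adjusted p 6.9e-04) and with rescaling and block (0.048). The call was lost without a filter (adjusted p 0.28) and in 5 of the 12 fits that left out a replicate. SNORA77B lies within RANBP1 on the same strand and is uncertain.

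The 6 predefined gene lists were compared in each knockdown. MYC targets (30 genes tested) had a median log2 fold change of −0.75 in siMYCN, −0.51 in siHAND2 and −1.51 in the combined knockdown (limma camera adjusted p 1.3e-16, 1.1e-06 and 2.3e-11). All 30 genes were lower in each contrast, and 26, 26 and 30 were called over all genes tested (27, 26 and 30 when adjusted over the list alone). Cell cycle genes (22 tested) had medians of −0.20, −0.84 and −1.68 (camera adjusted p 0.0047, 2.4e-10 and 3.4e-10), with 4, 22 and 22 genes called by either adjustment. Neuronal differentiation genes (17 tested) had medians of 0.71, 0.56 and 0.47 (camera adjusted p 8.7e-07, 1.1e-06 and 3.6e-06), with 14, 14 and 15 genes called (15, 14 and 15 over the list alone). Adrenergic transcription factors (19 tested, HAND2 among them) had a median of 0.48 in siMYCN (camera adjusted p 3.0e-05) and were not called in siHAND2 (0.07, adjusted p 0.49) or the combined knockdown (0.08, adjusted p 0.20). They had 11, 11 and 12 called genes by either adjustment. Mesenchymal transcription factors (15 of 29 tested) and interferon response genes (6 of 18 tested) were not called as lists in any contrast, with adjusted p from 0.20 to 0.90. By either adjustment they had 5, 11 and 12 called genes and 0, 2 and 4 called genes. With the replicate block the same lists were called, and the adjusted p of MYC targets was 5.0e-17, 7.9e-07 and 5.8e-12. These p-values depended on the assumed correlation between genes. With the correlation estimated from the data no list was called (adjusted p from 0.38 to 0.94, and 0 of 18 tests at an unadjusted p under 0.05). With the estimated correlation after rescaling, MYC targets were called in the 3 contrasts (adjusted p 0.014, 0.048 and 0.014) and cell cycle genes in siHAND2 and the combined knockdown (adjusted p 0.014 in each).

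Relative to all genes and after rescaling, the MYC target score per sample was −0.72 ± 0.017 (SD, n = 3) in siMYCN, −0.38 ± 0.037 in siHAND2 and −1.20 ± 0.078 in the combined knockdown. The cell cycle score was −0.19 ± 0.042, −0.70 ± 0.036 and −1.37 ± 0.048, and the neuronal differentiation score was 0.70 ± 0.032, 0.70 ± 0.036 and 0.80 ± 0.14. The adrenergic score was 0.47 ± 0.022, 0.14 ± 0.11 and 0.34 ± 0.11. For these 4 lists, all 3 samples of each knockdown lay beyond all 3 siCtrl samples on the side of their group mean. For mesenchymal transcription factors this held only in the combined knockdown (−0.23 ± 0.099), and there for 2 of the 3 samples as deposited. Differences of a list between knockdowns were not tested.

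**Figure D4:**
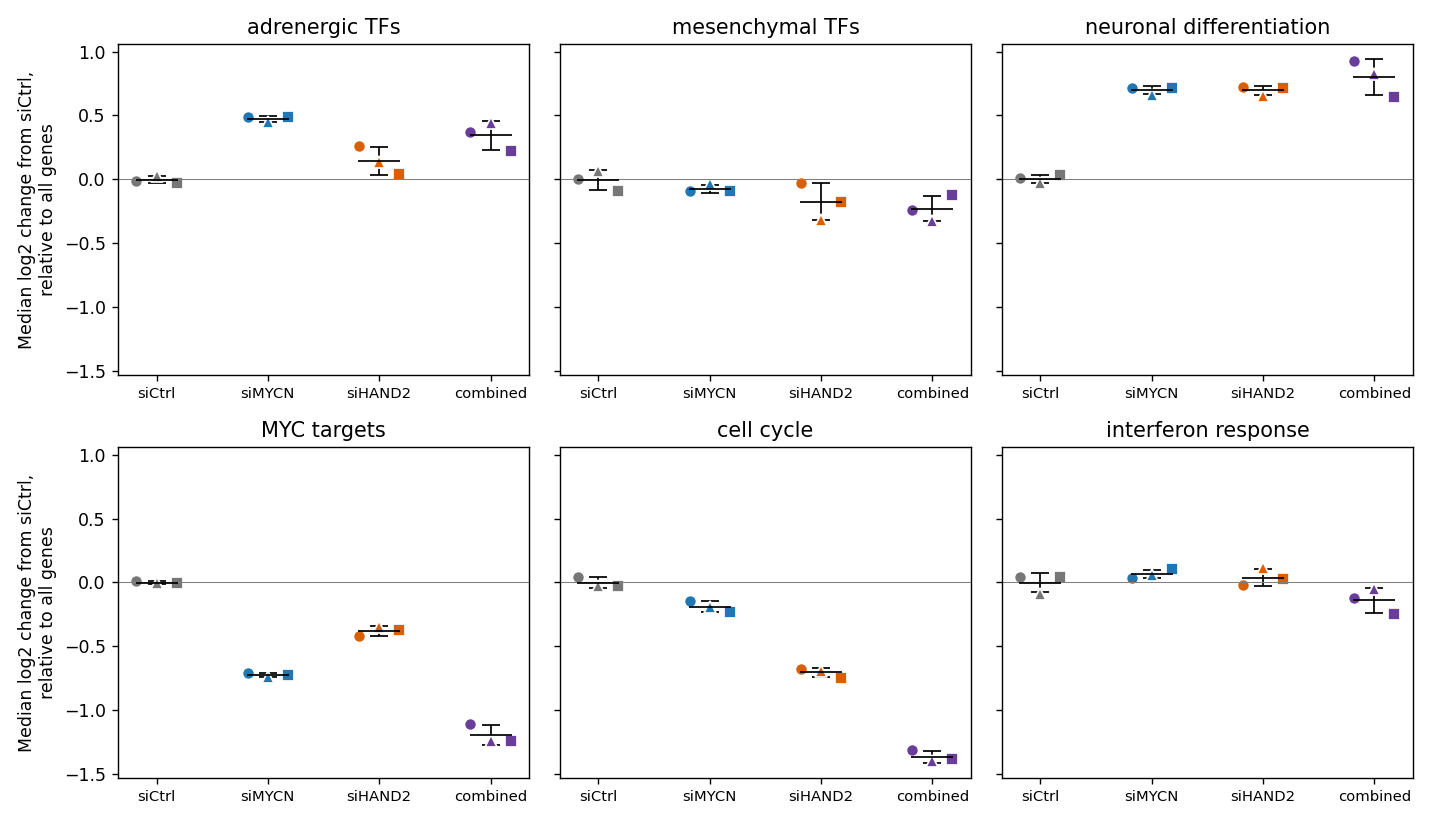
Median log2 change from the siCtrl mean relative to all genes, after rescaling (y axes), for 6 gene lists (panels) in the 4 groups (x axes). Circles, triangles and squares are replicates 1, 2 and 3, and bars give the mean and SD. The MYC target score averaged −0.72 in siMYCN and −1.20 in the combined knockdown.

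Single adrenergic transcription factors differed in direction. PHOX2A (chromosome 11, 71950121 to 71955221, overlapping INPPL1 on the other strand) had 68.5 ± 5.32 CPM in siCtrl, 115 ± 7.58 in siMYCN, 16.0 ± 1.02 in siHAND2 and 27.1 ± 6.96 in the combined knockdown. Its log2 fold changes were 0.75, −2.03 and −1.33 (limma adjusted p 1.3e-04, 9.4e-12 and 3.4e-09). HAND1 changed by 0.55, −2.28 and −2.26, and ISL1 by 0.52, 1.11 and 1.54, all of them called. TBX2 and GATA3 rose in siMYCN by 0.70 and 0.48 and were not called in the combined knockdown as deposited. After rescaling they were called higher there, TBX2 by 0.44 and GATA3 by 0.27, which for GATA3 reversed the direction of the deposited values (−0.08).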

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

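Of the tests below, those of the effect of scaling and of mitochondrial transcripts, the regroupings counted without 4 of them and the intronic ratios against same-numbered samples were chosen after the result was seen. The others, the length and GC correction among them, were chosen with both patterns known, but before the values they measure were examined. There are 2 limits to this. The intronic test was chosen after the rise of KCNQ1OT1 had been seen, and the olfactory receptor lengths were revised after a first value.

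The effect of the HAND2 knockdown differed with and without the MYCN knockdown: the interaction was called for 508 genes. Technical explanations were weighed first. If the scaling to all reads had made the interaction, rescaling by the median ratio should have removed most calls, but 780 genes were called after it, 432 of them among the 508. Over 11916 genes the interaction correlated with transcript length at rho −0.20 and with GC content at −0.05. After a correction of each sample for transcript length and GC content 628 genes were called, 497 of them among the 508. How much of such a trend the correction removed is not shown, so these calls do not rule it out. If noise around an additive model had made it, shuffled residuals of that model should often give as many genes, and 2 of 100 shuffles did, the real arrangement included. Shuffling the group labels within replicate numbers gave as many genes in 7 of 100 regroupings, the real one included, with a median of 0 and a maximum of 6365 among the others. Of the other 6, 3 compared the samples of a single knockdown with the rest in every replicate number, and so tested that knockdown's own effect. Another 1 exchanged labels without altering which samples were set against each other, and 2 were mixed. The share of 7 of 100 is over the 0.05 set in advance, but it rests on the 3 and 1 regroupings just named, which are not chance arrangements for an interaction. Without them 3 of 96 gave as many genes, the real one included, which is under 0.05. The label shuffles therefore do not settle the matter. The scaling still moved the signs: 45 of 508 interactions were positive as deposited and 214 of 780 after rescaling. A biological explanation, that the genes respond differently to HAND2 loss when MYCN is low, may hold for part of them, and remains a hypothesis. The targets were not reduced equally in the single and combined knockdowns. After rescaling, HAND2 stood at 29.1% of siCtrl in siHAND2 and 39.2% in the combined knockdown. MYCN stood at 68.0% in siMYCN and 61.0% in the combined knockdown. The interaction therefore also compares unequal knockdowns, and the effect of this was not tested.

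In the combined knockdown 48.6% of reads lay outside the listed genes, against 34.9% in siCtrl, a signal in reads that no comparison uses. Genomic DNA would raise transcripts that these cells barely use. The summed CPM of 387 olfactory receptor genes rose from 0.644 to 1.31, which is 3.65% of the rise that DNA making up the lost share would give, so the data go against DNA as the main source. The lengths behind this share were revised after a first value of 1.72%, taken with the longest transcripts, had been seen. Unspliced or nuclear RNA would raise intronic transcripts relative to their host genes. This test was chosen after the rise of KCNQ1OT1 in the combined knockdown had been seen. It replaced a test on 759 intronic microRNA genes, of which 0 had a usable level. Over 19 such pairs the median ratio of combined knockdown to siCtrl was 1.66, and per sample it was 1.16, 1.69 and 2.29 in replicates 1, 2 and 3, rising as the share in listed genes fell. In siHAND2 it was 1.25, 1.48 and 2.05. The siCtrl samples had 0.76, 1.18 and 1.05 and the siMYCN samples 0.78, 1.09 and 0.95. Against the siCtrl sample of the same number, the median over the pairs was 1.52, 1.58 and 2.37 in the combined knockdown, 1.72, 1.24 and 1.94 in siHAND2 and 1.04, 0.97 and 1.08 in siMYCN. The per-sample medians divided by that of the same-numbered siCtrl sample were 1.52, 1.43 and 2.17 in the combined knockdown, so the order of its replicates 1 and 2 depends on the measure. More unspliced or nuclear RNA is a candidate source in the combined knockdown and siHAND2. The intronic transcripts were admitted at a mean CPM of 0.1, with 0.05 added to each value, so these ratios can rest on few reads. The per-sample ratios of siHAND2 also overlapped those of the combined knockdown, although the listed share fell less in siHAND2 (to 59.4%, against 51.4%). The intronic ratio gave no clear rise for the lower share of siMYCN. The summed CPM of the mitochondrial rRNA genes in the list rose from 685 to 1886, and all knockdown samples lay above all siCtrl samples. That rise equals 0.875% of the lost share in size, but these genes lie within the listed share and cannot measure reads outside it. Other mitochondrial genes were not analysed here, so mitochondrial transcripts cannot be ruled out. Ribosomal RNA, RNA quality and the authors' counting rules were not tested. A response of the cells to the loss of both factors cannot be told apart from these technical sources.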

How the results depend on the processing

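The planned count tests (edgeR's quasi-likelihood test and DESeq2) were not run, since whole reads could not be recovered for enough values. Where no cause is named below, the cause was not tested.

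For the 6 comparisons between groups, leaving out single replicates, the pseudocount, the filters, the trend, the length and GC correction and voom kept the count of called genes within 1.5 times the main count. Fitting only the compared groups raised siMYCN against siCtrl from 4273 to 6963 and siMYCN against siHAND2 from 4443 to 6730. These fits leave out the combined knockdown, whose median SD over replicates was 0.226 against 0.070 to 0.091 in the other groups. The fit for siHAND2 against siCtrl also leaves it out and gave 7191 against 5411. With only the compared groups, the contrasts of the combined knockdown gave fewer calls. These were 7646 against siCtrl (from 8551), 6418 against siMYCN (from 7471) and 3602 against siHAND2 (from 5104). Whether the spread of the combined knockdown caused these rises and falls was not tested. Rescaling with the replicate block gave 6474 for siMYCN against siCtrl. An adjusted p under 0.01 left 2761 genes for siMYCN against siCtrl and 2890 for siMYCN against siHAND2. A log2 change of at least 1 left 290 (siMYCN), 507 (siHAND2) and 2110 (combined) genes against siCtrl, and 966 for combined against siMYCN, 213 for combined against siHAND2 and 407 for siMYCN against siHAND2. For genes called in both single knockdowns (2559), the values were 4603 with only the compared groups, 3949 and 3946 with either rescaling, 4327 with rescaling and block, 1483 at an adjusted p under 0.01 and 103 at a log2 change of at least 1.

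The interaction count (508) was 156 without a filter, 1282 with the replicate block, 780 and 784 with either rescaling, 1280 with the block and the length and GC correction, 1264 with the block and rescaling, 169 at an adjusted p under 0.01 and 69 at a log2 change of at least 1. It ranged from 261 to 4445 across the 12 fits that each left out a replicate, and from 412 to 1444 across the same fits after rescaling. The highest count came from leaving out the same sample on both scales.

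The slope of the combined change on the summed single changes stayed within its spread under the alternatives run for it, from 0.887 to 0.919, and from 0.886 to 0.915 with a replicate left out. With the inter-gene correlation estimated, the list medians did not change but no list passed: adrenergic 0.48 (siMYCN), neuronal differentiation 0.71, 0.56 and 0.47, MYC targets −0.75, −0.51 and −1.51, and cell cycle −0.20, −0.84 and −1.68 in siMYCN, siHAND2 and combined, with adjusted p from 0.38 to 0.72 for these 10. With rescaling as well, the lists that lost their call were adrenergic (0.49) and cell cycle (−0.19) in siMYCN and neuronal differentiation in the 3 contrasts (0.71, 0.72 and 0.82). At a mean CPM of at least 5 the adrenergic list was called in the combined knockdown (0.084, adjusted p 0.038, against 0.20). For the interferon list, never called, the direction that camera gives relative to the other genes changed without a filter (median 0, combined) and at a mean CPM of at least 5 (medians −0.058 in siMYCN and −0.60 in siHAND2, the latter −0.054 before). The other list tests kept the direction of camera and their side of the threshold. Some medians of uncalled lists still changed sign. The interferon median in siHAND2 became 0.046 after rescaling to the median ratio and 0.035 after rescaling to the listed sum. The adrenergic median became −0.056 in siHAND2 (from 0.074) and −0.071 in the combined knockdown (from 0.084) with the length and GC correction, and reached −0.077 and −0.075 with a replicate left out.

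MYCN in siHAND2 was called with only the compared groups (−0.25) and with the block and the length and GC correction (−0.25), and not otherwise. Its other changes, and those of HAND2, were kept under every alternative run. Among single genes, 16 values reversed, 7 of them with a call that the main analysis did not make. Of the others 18 lost and 11 gained a call, and 1011 kept both. In the combined knockdown, rescaling to the median ratio (with or without the block) or to the listed sum turned GATA3 to 0.27 and 0.27, HAND2-AS1 to 0.19 and 0.18, and MYCNOS to 0.19 and 0.19. GATA3 and HAND2-AS1 were called there with each of these rescalings, and MYCNOS only with rescaling and block (adjusted p 0.011). In siHAND2 it turned HAND2-AS1 to 0.049 and 0.022. The length and GC correction, with or without the block, turned TBX2 to −0.093. With a replicate left out, the combined changes ranged from −0.16 to 0.025 for GATA3 and from −0.075 to 0.28 for TBX2. At these depths 3 reads are worth under 0.1 CPM, so the filter of 1 CPM lies well above that floor. The filter is a mean over the 12 samples, so a tested gene can lie lower in 1 group. VEGFD, for example, had 0.573 CPM in siHAND2. Counting error of genes near the filter was not assessed.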

Other observations

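The test of falls against rises was chosen after the result was seen, and the other tests here before the values they measure were examined. Genes below outside the naming rule were chosen after their values were seen.

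The combined knockdown had more falls than rises as deposited. After rescaling, falls made up 46.6% of the calls. Because rescaling centres the changes near 0, a near balance follows from it, so this cannot tell whether the excess came from scaling to all reads or from the cells. The replicates of the combined knockdown also differed more among themselves. Their median SD on the log2 scale was 2.78 times the median of the other groups as deposited and 1.44 times after rescaling, so the share of reads in listed genes is a candidate explanation for much of that spread. No biological explanation was tested for either pattern. The share in listed genes fell at each step from replicate 1 to 3 in the siMYCN samples (63.3, 62.5 and 61.3%) and the siHAND2 samples (61.4, 60.1 and 56.8%). It also did so in the combined knockdown samples, but siCtrl had no such steady fall (65.8, 64.3 and 65.2%).

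Other splits of the samples were compared with the real ones. In each of the 6 comparisons between groups, 4 splits part every same-numbered pair, and only 1, the real split, gave as many called genes. The other 3 gave 0 genes, as did the 6 splits that keep a same-numbered pair together, with from 20 to 4120 genes at an unadjusted p under 0.05 against 5380 to 8860 in the real splits. Splits this few cannot give a share under 0.05. The gene lists behaved differently. As many lists as in the real split were called in 4 of 4 such splits for siMYCN, 4 of 4 for siHAND2 and 3 of 4 for the combined knockdown. Each such split exchanges a single pair and keeps part of the real difference, but the list counts at a correlation of 0.01 do not set the real grouping apart from the others. For the 2559 genes called in both single knockdowns, 1 of 100 regroupings within replicate numbers, the real one, gave as many, and the largest of the others was 1936.

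A shared set of siCtrl samples can make the changes of both single knockdowns resemble each other. Across genes they correlated at 0.531 when taken against a shared siCtrl sample and at 0.459 against different siCtrl samples. The correlation kept most of its size, so shared controls do not account for most of it, and a common response to the loss of either factor remains a hypothesis. The changes of siMYCN and siHAND2 also both correlated with transcript length (rho 0.12 and 0.20) and GC content (0.10 and 0.13). How far these trends raise the correlation between the knockdowns was not tested. Effects of the siRNAs on other transcripts were not tested.

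MYC (chromosome 8, 128748315 to 128753681), with a mean CPM of 0.811, was under the filter. It had 0.155 ± 0.107 CPM (SD, n = 3) in siCtrl, 0.739 ± 0.14 in siMYCN, 0.161 ± 0.112 in siHAND2 and 2.19 ± 0.467 in the combined knockdown. All 3 samples of siMYCN and of the combined knockdown lay above all 3 siCtrl samples (exact permutation p 0.1). The level remained far under that of MYCN in these samples (482 CPM in the combined knockdown).

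The long noncoding transcripts KCNQ1OT1 and MALAT1 rose in the combined knockdown by 1.45 and 1.39 on the log2 scale (limma adjusted p 1.6e-07 and 1.4e-08). Under the alternatives KCNQ1OT1 rose there by 0.67 to 1.81 (adjusted p up to 4.9e-04) and MALAT1 by 1.27 to 1.75 (up to 1.8e-04). Both were also higher in siHAND2 (0.96 and 1.04, and down to 0.48 and 0.94 under the alternatives). MALAT1 was higher in siMYCN (0.81, limma adjusted p 1.9e-04), where KCNQ1OT1 was not called (0.26, adjusted p 0.31). KCNQ1OT1 rose from 57.5 CPM in replicate 1 to 110.4 CPM in replicate 3 of the combined knockdown, as the share in listed genes fell. Each antisense transcript of a targeted gene was also examined. MYCNOS rose in siMYCN from 18.4 ± 1.23 to 26.1 ± 1.16 CPM, and fell in siHAND2 by −0.52 (limma adjusted p 4.1e-04). HAND2-AS1 had 120.0 ± 7.18 CPM in siCtrl and 111 ± 5.56 in siHAND2, a change of −0.11 that was not called (limma adjusted p 0.43, and a change of 0.049 after rescaling). In siMYCN it rose by 0.29 (limma adjusted p 0.044). This rise was also called with the replicate block (adjusted p 0.028), after rescaling (0.0022) and with rescaling and block (0.0028). It was not called in any of the 6 fits that left out a siCtrl or siMYCN sample (adjusted p 0.051 to 0.17). Since both overlap their targets and the use of strand is not stated, these values are uncertain.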
